A study of Homo sapiens with 12 samples. Its data were reported in "Genome-Wide Characterization of TAZ Binding Sites in Mammary Epithelial Cells" (2023).

How the data were processed

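Bulk RNA from MCF10A cells with Dox-inducible TAZ-4SA was sequenced as poly(A)-selected, strand-specific paired-end libraries. Per the labels, 12 libraries form 4 groups of 3, namely No Dox (0 h) and 24, 48 and 72 h in 0.05 µg/mL Dox. The authors aligned reads to GRCh38 with STAR, using GENCODE version 22, and estimated gene levels with RSEM. The versions of STAR and RSEM and the strand setting of RSEM are not given in the sources used here. Each deposited gene table holds RSEM expected counts, TPM and FPKM, the gene length and the effective length, of which the expected counts are the deposited unit used for all tests. RSEM shares a read that fits several genes between them, so an expected count need not be whole. Counts were rounded for the tests. A gene was marked as having shared reads where the SD from shared reads exceeded 5% of its count.

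Each table held 60483 gene rows. Names, biotypes and coordinates came from GENCODE version 44 by stable identifier for 56710 rows, 389 of them through at least 80% of their transcript identifiers. The other 3773 rows had no name there and kept their identifier, and 473 of them were among the 24920 genes detected in any library. Totals were 15382564 to 26570132 counts per library, and 3 counts over a group corresponded to a floor of 0.0519 CPM without Dox and 0.0515, 0.0513 and 0.0479 CPM at 24, 48 and 72 h. A fold against a group with 0 counts is a lower bound set at 3 counts over the group. For a group with 1 to 3 counts, the ratio of counts is given with a 95% exact binomial interval. Bounds and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

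Genes were kept with edgeR's filterByExpr (14822 genes, 12600 protein-coding and 1419 lncRNA), libraries were scaled with TMM factors, and all 12 libraries were fitted in 1 quasi-likelihood model with a mean per group (R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). The biological coefficient of variation was 5.7%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The comparisons were 24, 48 and 72 h against No Dox, 48 h against 24 h, 72 h against 48 h and 72 h against 24 h. The time course was tested with the 3 Dox coefficients together, with the fold threshold at any 1 time. SEs of log2 fold changes are those implied by the quasi-likelihood F. Early genes were time course calls also called at 24 h. Late genes were not called at 24 h, were called at 72 h and differed between 72 h and 24 h in the same direction at adjusted p under 0.05.

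The 36 gene lists, covering Hippo and TAZ targets, epithelial and mesenchymal identity, cell cycle, DNA repair, metabolism, stress, immunity and marker genes of other cell types, were fixed before the data were examined, as were the comparisons and tests. Lists were tested with camera on voom values (limma, two-sided) with a preset correlation of 0.01, adjusted over the lists of a comparison, and also with an estimated correlation and with fry. Fry asks whether the genes of a list move 1 way on balance and does not compare them with other genes. Lists were compared with time classes by Fisher's exact test, one-sided, against all 14822 genes and adjusted over lists and classes. Genes are named by a rule fixed in advance. It takes a panel of TAZ-related genes, the 6 highest and 6 lowest protein-coding calls per comparison with at least 5 CPM in the higher group and no overlap between replicates, up to 3 called members per list and comparison (or the 2 most abundant members of a list without calls), and genes singled out in the closing section. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes. Replicate numbers carried no pairing. Over genes of at least 5 CPM, deviations from group means had correlations of -0.205 to 0.32 in 18 same-number pairs (mean 0.017, against -0.009 in other pairs), and only 3 exceeded 0.1.

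The test was tried on simulated counts of 14358 genes with the groups' own spread. For 72 h against No Dox, adjusted p passed for 85% of genes changed 2-fold and 100% of genes changed 4-fold, 38% and 100% also passed the fold threshold, and 9 unchanged genes passed adjusted p. With nothing changed, 0 genes were called. Alternatives were DESeq2 with and without effective lengths, effective lengths in edgeR, other scaling factors and filters, a test of the fold threshold itself (glmTreat), no fold threshold, fits of only the groups compared, a replicate block, and leaving out each library. Levels of WWTR1 were also read from the deposited TPM. FPKM values were not used here, and a few genes that the naming rule takes are not reported here.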

Results

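RNA was sequenced from MCF10A cells, an immortalised human mammary epithelial line that does not form tumours, carrying a doxycycline (Dox)-inducible TAZ-4SA. TAZ is a transcriptional co-activator that the Hippo pathway restrains, and the 4SA form lacks serines through which it is restrained. The 12 libraries formed 4 groups of 3, without Dox (No Dox) and after 24, 48 or 72 h in 0.05 µg/mL Dox. Totals ranged from 15382564 to 26570132 expected counts per library, and 17915 to 19465 genes had at least 1 count. Values below are CPM (counts scaled to a common library size) given as mean ± SD with n = 3 per group, and log2 fold changes with adjusted p from edgeR, unless stated. The labels do not say whether replicates were separate cultures. If they were not, the p-values measure only the spread between these samples, which may be technical.

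The first question was whether the libraries carried the induced gene. TAZ is the protein of WWTR1 (ENSG00000018408, chromosome 3, 149517235 to 149736714, minus strand, GRCh38). The annotation's symbol TAZ names tafazzin (TAFAZZIN), a mitochondrial lipid-remodelling enzyme and another gene. WWTR1 was at 71.7 ± 2.88 CPM without Dox and rose to 887 ± 68.1 at 24 h, 844 ± 73.6 at 48 h and 994 ± 59.3 at 72 h. Its log2 fold changes were 3.63, 3.55 and 3.79, each with an SE of 0.07, and the adjusted p were 2.49e-20, 3.69e-20 and 1.68e-20. The RSEM effective length of WWTR1, the number of positions at which a fragment could start averaged over its transcripts, was 3229 ± 253 nt without Dox and 1091 ± 51, 1067 ± 42 and 1111 ± 11 nt at the 3 times in Dox. Each difference had p = 0.1 in a two-sided exact permutation test, the smallest value that 3 against 3 libraries allow. Counts do not correct for this change, and on the deposited TPM scale the WWTR1 ratio to No Dox was 37.6, 37.4 and 42.5. TAFAZZIN was at 37.2 ± 2.13 CPM without Dox and at 21.1 ± 1.73, 22.7 ± 1.16 and 28.1 ± 1.76 in Dox, changes that stayed under the fold threshold for counts. With effective lengths TAFAZZIN was called lower at 24 h (-1.15 in DESeq2 and -1.16 in edgeR) and at 48 h (-1.08 and -1.06).

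**Figure D1:**
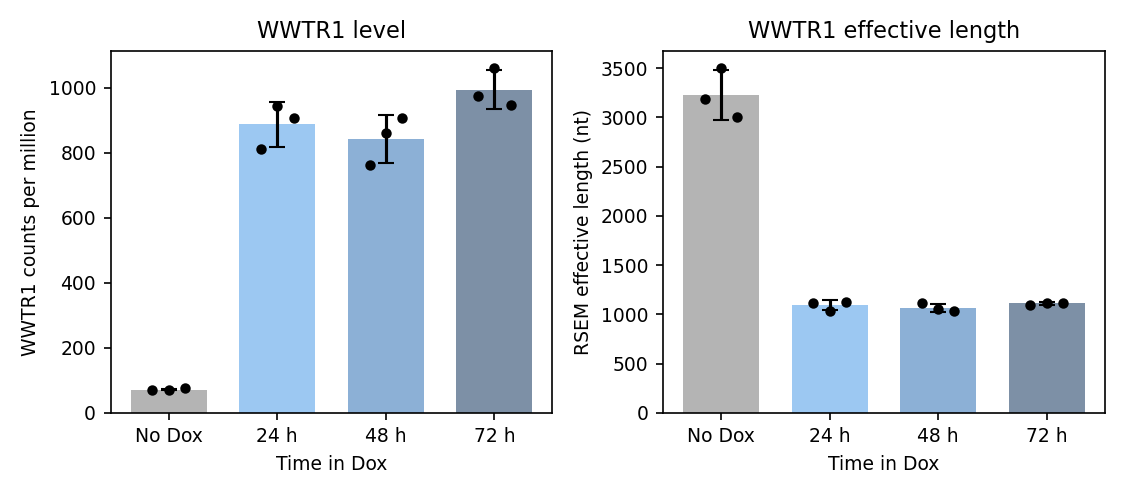
WWTR1 level in CPM (left) and its RSEM effective length in nt (right), by time in Dox. Bars are means of 3 libraries, error bars are SD and points are libraries. WWTR1 rose from 71.7 to between 844 and 994 CPM while its effective length went from 3229 to between 1067 and 1111 nt.

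The libraries separated by Dox first and by time in Dox second. Over the 500 most variable genes, the first principal component held 80.6% of the variance and set the No Dox libraries (scores of -67.73 to -66.61) apart from all Dox libraries (20.68 to 24.61). The second held 9.5% and ordered the Dox libraries by time, from -20.84 at 24 h to 17.6 at 72 h. RNA composition also differed with Dox. Mitochondrial ribosomal RNA made up 0.804 ± 0.022% of counts without Dox and 0.234 ± 0.015%, 0.18 ± 0.008% and 0.182 ± 0.023% in Dox. All mitochondrial transcripts together made up 5.16 ± 0.119% without Dox and 3.52 ± 0.248%, 3.22 ± 0.12% and 3.23 ± 0.154% in Dox. The median log2 fold change of 1419 lncRNA genes was -0.48 at 24 h, -0.32 at 48 h and -0.22 at 72 h, against 0.03, 0.03 and 0.01 for 12600 protein-coding genes.

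**Figure D2:**
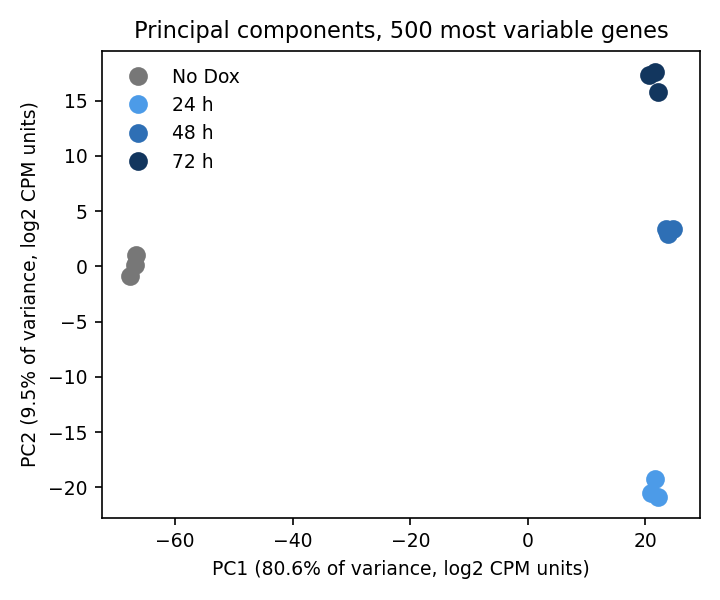
Scores of the 12 libraries on the first and second principal components of log2 CPM over the 500 most variable genes, coloured by group. The first component (80.6% of the variance) parts No Dox from Dox, and the second (9.5%) orders the Dox libraries by time.

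The comparison of 24 h with No Dox asked what 1 day of TAZ-4SA induction changed. Known TAZ targets rose steeply. CCN1, a matricellular protein, rose from 36.1 ± 5.82 to 1290 ± 60 CPM (log2 fold change 5.15, adjusted p = 6.82e-22), and ANKRD1, a nuclear cofactor of muscle genes, from 0.235 ± 0.141 to 99 ± 3.47 (8.64, adjusted p = 5.32e-22). CCDC80 rose from 12.9 ± 1.38 to 340 ± 5.18 and CCN2 from 13.6 ± 2.66 to 88.4 ± 0.863. Of the 22 genes of the YAP/TAZ target signature, 14 were called higher, 1 lower and 7 not called (camera adjusted p = 1.29e-06), among them IGFBP3, a carrier of insulin-like growth factors, at 149 ± 3.8 against 2.24 ± 0.0878 CPM. AREG, a ligand of the EGF receptor, rose from 118 ± 4.94 to 820 ± 24.5, and CD274, the immune checkpoint ligand PD-L1, from 1.12 ± 0.179 to 14 ± 0.734. The Hippo components AMOTL2 (411 ± 16.8 against 73.1 ± 3.32) and WWC1 (282 ± 4.92 against 81.6 ± 2.93) rose, with 5 of 24 Hippo genes called higher and none lower (camera adjusted p = 0.194). Of the TEAD factors that bring TAZ to DNA, TEAD4 rose (58.5 ± 4.28 against 26.8 ± 1.83), while TEAD1 was at 312 ± 34.8 against 166 ± 4.96, under the fold threshold, as were TEAD2 (-0.73), TEAD3 (-0.26) and YAP1 (-0.44). MYC fell from 594 ± 6.11 to 263 ± 4.53.

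Cell cycle genes rose together at 24 h. Of 39 G2/M and mitosis genes, 38 were called higher (median log2 fold change 2.03, camera adjusted p = 8.67e-20). CDC20, the mitotic activator of the anaphase-promoting complex, reached 614 ± 25.8 CPM against 58.8 ± 1.89, and the transcription factor MYBL2 288 ± 19.3 against 36.1 ± 3.27. Of 45 replication and G1/S genes, 38 were called higher (median 1.78, adjusted p = 8.67e-20). RRM2, a ribonucleotide reductase subunit, was at 438 ± 14.2 against 49.1 ± 1.29, and the replication licensing factor CDC6 at 161 ± 4.35 against 21.7 ± 0.964. Of 26 Fanconi and recombination genes, 20 were higher (adjusted p = 1.44e-08), among them the ubiquitin-conjugating enzyme UBE2T at 97.8 ± 0.563 against 18.5 ± 0.641. ER chaperones (8 of 19 higher, adjusted p = 8.85e-05), tRNA synthetases (2 of 20, 1.59e-05), ribosome biogenesis (8 of 23, 6.42e-07), cholesterol synthesis (6 of 23, 0.000423), contractile and SRF targets (5 of 15, 0.00134) and glycolysis (5 of 19, 0.00134) were also called upwards by camera. Those calls were lost with an estimated correlation, with adjusted p = 0.0802, 0.138, 0.123, 0.295, 0.132 and 0.334 in that order. Examples were the ER chaperone CALR at 876 ± 44.7 against 284 ± 3.64 and the actin-binding TAGLN at 75.7 ± 5 against 9.17 ± 0.725.

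Of 17 complement genes, 16 were called lower (median -2.46, camera adjusted p = 1.83e-06), with the initiating proteases C1S at 0.916 ± 0.123 against 28.7 ± 1.66 CPM and C1R at 4.35 ± 1.11 against 111 ± 5.61. Of 25 NF-kB and TNF response genes, 17 were lower and 1 higher (median -1.38, adjusted p = 2.71e-07). Mitochondrial superoxide dismutase SOD2 fell from 4910 ± 89.2 to 117 ± 2.58 and the neutrophil chemokine CXCL8 from 83.8 ± 2.49 to 1.91 ± 0.177. Of 19 steroid and xenobiotic enzymes, 12 were lower and 1 higher (median -3.89, adjusted p = 1.29e-05), with HSD17B2, which inactivates oestradiol, at 0.327 ± 0.0716 against 63 ± 3.46. Basal mammary markers (9 of 18 lower, 2 higher, adjusted p = 0.0149), epithelial junction genes (9 of 29 lower, 1 higher, 0.00385), ABC transporters (8 of 22 lower, 1 higher, 0.00992), keratinocyte differentiation (7 of 13 lower, 3 higher, 0.0414) and p53 targets (6 of 24 lower, 3 higher, 0.0441) were called downwards by camera. With an estimated correlation these had adjusted p = 0.295, 0.163, 0.123, 0.318 and 0.329 and were not called. Without 24 h replicate 2 the keratinocyte list had adjusted p = 0.0581 and the p53 list 0.0567, and without 72 h replicate 2 the p53 list had 0.0505. TP63, the master regulator of basal epithelium, fell from 77.4 ± 0.804 to 4.45 ± 0.452, and the desmosomal cadherin DSG3 from 170 ± 1.66 to 12.9 ± 0.947, while the tight junction gene CGN rose from 0.994 ± 0.185 to 17.6 ± 0.476.

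Of 72 ribosomal protein genes none was called singly, and their median of -0.43 had a camera adjusted p = 4.59e-09 (0.472 with an estimated correlation). Replication-dependent histones, whose transcripts normally lack a poly(A) tail, were lower for 5 of 6 (median -2.96, adjusted p = 0.011, and 0.189 with an estimated correlation), for example H2AC6 at 1.28 ± 0.321 against 20 ± 2.67 CPM. They moved with mitochondrial ribosomal RNA (0.804% of counts without Dox, 0.234% at 24 h) and with lncRNA, of which 429 of 1419 were called lower and 128 higher. None of the 13 mitochondrially encoded mRNAs was called (adjusted p = 0.376), with MT-CO1 at 8830 ± 720 against 17000 ± 791, nor any of 45 nuclear respiratory chain genes (0.335). The AP-1 list (3 of 12 higher, 4 lower, adjusted p = 0.231) held FOS, which fell from 95.6 ± 2.15 to 1.32 ± 0.264, and FOSL1, which rose from 27 ± 0.897 to 116 ± 10.3. The panel gene FOSL2 was called lower (174 ± 6.01 against 372 ± 15.3, log2 fold change -1.1), but not with glmTreat (adjusted p = 0.0663). FOSL2 was at 310 ± 22.1 at 48 h and 340 ± 17.5 at 72 h, under the fold threshold against No Dox. Mesenchymal genes (7 of 21 higher, 5 lower, 0.379), extracellular matrix (10 of 31 higher, 9 lower, 0.707), EGFR ligands and receptors (2 of 10 higher, 3 lower, 0.4), hypoxia response (3 of 16 higher, 4 lower, 0.856), amino-acid synthesis (7 of 24 higher, 3 lower, 0.0895) and ATF4 targets (8 of 27 higher, 5 lower, 0.363) were not called as lists. Within them fibronectin (FN1) rose from 18.4 ± 0.652 to 192 ± 2.54, the growth factor NRG1 from 1.55 ± 0.369 to 53 ± 5.66, and the vasodilator peptide ADM from 9.56 ± 1.94 to 371 ± 2.07. Glutamine synthetase (GLUL) fell from 2220 ± 42.9 to 138 ± 5.28. Median and mean had opposite signs for extracellular matrix (-0.33 and 0.15), EGFR ligands (-0.29 and 0.23) and hypoxia (-0.02 and 0.09).

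The steepest single changes at 24 h included the gap junction gene GJA5 (68.3 ± 0.832 against 0.14 ± 0.165 CPM), the oxidised LDL receptor OLR1 (28.7 ± 1.43 against 0.0789 ± 0.0712) and RIMS2, a presynaptic scaffold with 0 counts in No Dox, which was at least 110-fold higher. The microfibril gene MFAP5 had 1 to 3 counts over the No Dox group and a count ratio of 712 (95% exact binomial interval 127 to 28200). RIPOR2, an inhibitor of RhoA, fell from 194 ± 4.23 to 0.16 ± 0.074. DEPP1, MYBPC1, the alcohol dehydrogenase ADH1B and the secreted glycoprotein OLFM4 had no counts at 24 h and were at least 805-fold, 471-fold, 416-fold and 134-fold lower. IL1RL1, the IL-33 receptor, had a count ratio of 3840 (689 to 152000) in favour of No Dox. In all, 1773 genes were called higher and 2618 lower of 14822 tested. Adjusted over the list alone, every list had the same number of called members as over all genes. The cell cycle, replication, Fanconi, p53, amino-acid, complement, ABC transporter, steroid and NF-kB lists were chosen because the study named these themes on the same samples, so their directions are not independent evidence. Cells given Dox without the transgene and later No Dox times were not analysed here, so effects of TAZ-4SA, of Dox and of time in culture are confounded in every comparison with No Dox.

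**Figure D3:**
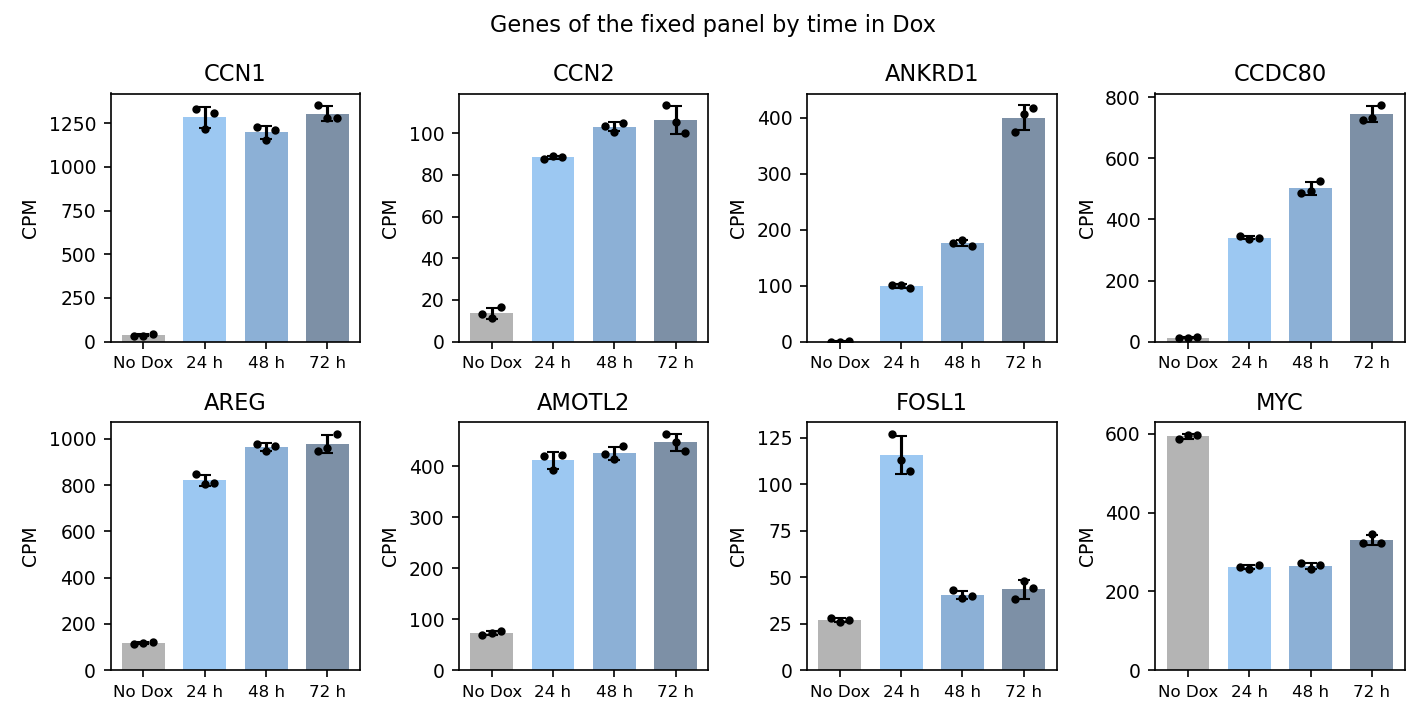
CPM of 8 genes from the fixed panel by time in Dox. Bars are means of 3 libraries, error bars are SD and points are libraries. ANKRD1 and CCDC80 were highest at 72 h (400 and 744 CPM), CCN1 stayed between 1200 and 1310 CPM from 24 h on, FOSL1 was highest at 24 h (116 CPM) and MYC was lower at all 3 times than without Dox.

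After 48 h the targets stayed high and amino-acid stress genes were called higher as a list. ANKRD1 was at 177 ± 5.32 CPM, CCN1 at 1200 ± 38.5, CCDC80 at 502 ± 21.9 and AREG at 966 ± 16. VLDLR, a lipoprotein receptor, rose from 0.194 ± 0.0833 to 16.1 ± 2.04 (log2 fold change 6.35, adjusted p = 5.9e-16), and CHAC1, which degrades glutathione, from 0.539 ± 0.141 to 19.9 ± 1.42 (5.15, adjusted p = 3.78e-15). Both had already been called higher at 24 h (log2 fold changes 3.19 and 2.26). Of 27 ATF4 and amino-acid stress genes, 14 were called higher and none lower (median 1.09, camera adjusted p = 3.73e-08). PHGDH, the first enzyme of serine synthesis, reached 307 ± 10.6 against 28.8 ± 1.12, with 9 of 24 amino-acid synthesis genes higher and 3 lower (adjusted p = 0.00178, and 0.0891 with an estimated correlation). Among tRNA synthetases 8 of 20 were higher (1.06e-08, and 0.0522 with an estimated correlation), for example MARS1 at 333 ± 7.31 against 94.5 ± 4.02.

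The luminal keratins KRT8 (1650 ± 81.6 against 211 ± 7.76 CPM) and KRT18 (1560 ± 78.5 against 368 ± 13.8) were higher at 48 h than without Dox. At 24 h they had been at 885 ± 61 and 809 ± 56.5 CPM. Their luminal list was not called at 48 h (4 of 11 higher, 3 lower, camera adjusted p = 0.495). The basal keratin KRT15 was at 4.36 ± 0.326 against 196 ± 9.57, after 1.65 ± 0.421 at 24 h. Of 18 basal markers, 10 were lower and 2 higher (adjusted p = 1.21e-05, and 0.0533 with an estimated correlation). G2/M genes (38 of 39 higher, 1 lower, adjusted p = 3.06e-20), replication genes (38 of 45 higher, 2.54e-20), Fanconi genes (18 of 26 higher, 9.95e-09) and the YAP/TAZ signature (12 of 22 higher, 1 lower, 5.42e-07) were again called upwards. Complement (13 of 17 lower, 1 higher, 1.02e-06), NF-kB and TNF response (14 of 25 lower, 3 higher, 6.33e-07) and steroid enzymes (13 of 19 lower, 1 higher, 6.9e-06) were again called downwards. CXCL8 was at 0.193 ± 0.106 against 83.8 ± 2.49, complement factor B (CFB) at 3.48 ± 0.569 against 110 ± 3.38, and the aldehyde dehydrogenase ALDH3A1 at 0.632 ± 0.156 against 160 ± 5.81. COL7A1, the anchoring fibril collagen, was at 1.13 ± 0.245 against 61.5 ± 2.21, within an extracellular matrix list that was not called (9 of 31 higher, 11 lower, adjusted p = 0.318, and 10 higher adjusted over the list alone). Among the steepest changes, CLIC5 was at least 128-fold higher, the keratin KRT4 had a count ratio of 993 (178 to 39300), and IL1RL1, MYBPC1, the lipid transporter ABCA9, ADH1B and the retinol dehydrogenase DHRS9 were at least 1290-fold, 473-fold, 431-fold, 418-fold and 264-fold lower. The IL-8 receptor CXCR1 had a count ratio of 2980 (534 to 118000) in favour of No Dox. In total 1578 genes were called higher and 2140 lower. TEAD1 was called higher at 48 h (408 ± 36.1 CPM, log2 fold change 1.29, adjusted p = 6.76e-13). The TEAD4 call at 48 h (54.3 ± 3.22 CPM, 1.01) was lost with DESeq2 size factors, upper-quartile factors, effective lengths or glmTreat, among protein-coding genes without histones, without No Dox replicate 2 (log2 fold change 0.97) and without 48 h replicate 1 (0.97).

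By 72 h ANKRD1 had reached 400 ± 22.2 CPM (log2 fold change 10.65, adjusted p = 5.38e-24), IGFBP3 209 ± 3.26 (6.54, 5.38e-24) and CCDC80 744 ± 25.8 (5.84, 5.91e-24). CCN2 was at 106 ± 6.67, FN1 at 288 ± 15.6 and CGN at 53.9 ± 2.31. The YAP/TAZ signature had 13 of 22 members higher and none lower (camera adjusted p = 2.07e-08), and LATS2, a Hippo kinase, was at 109 ± 4.18 against 37.6 ± 0.274. G2/M genes were higher for 38 of 39 (8.03e-23), replication genes for 27 of 45 (1.92e-16) and Fanconi genes for 14 of 26 (4.72e-08). Cholesterol synthesis had 10 of 23 higher (6.49e-08, and 0.0986 with an estimated correlation), with the mevalonate pathway enzyme HMGCS1 at 421 ± 18.2 against 86.1 ± 1.98 and the sterol sensor INSIG1 at 195 ± 14.4 against 48.2 ± 1.38. CDKN1A, the cell cycle inhibitor p21, rose from 89.5 ± 7.01 to 313 ± 22, within a p53 list with 1 of 24 higher and 2 lower (adjusted p = 0.676). ATF4 targets had 9 of 27 higher (0.000228, and 0.125 with an estimated correlation).

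Complement was again lower at 72 h, for 13 of 17 genes (8.88e-07), with C3, the central component, at 459 ± 13.4 against 3640 ± 275 CPM. NF-kB and TNF response genes were lower for 14 of 25 and higher for 4 (1.22e-06), with the chemokine CXCL1 at 2.33 ± 0.482 against 170 ± 3.48, and steroid enzymes lower for 12 of 19 and higher for 1 (3.06e-06). Basal markers were lower for 11 of 18 and higher for 1 (1.18e-05, and 0.0736 with an estimated correlation), with TP63 at 1.49 ± 0.118 against 77.4 ± 0.804 and the hemidesmosomal collagen COL17A1 at 27 ± 1.69 against 447 ± 28.3. The alarmin S100A8 fell from 149 ± 4.85 to 1.08 ± 0.345, within a keratinocyte list that was not called (4 of 13 higher, 5 lower, 0.458), whose median of 0.02 changed sign with upper-quartile factors. Of the mitochondrially encoded mRNAs, MT-ND1 (567 ± 72.6 against 1530 ± 35.9) and MT-ND5 (642 ± 28.2 against 1540 ± 54.2) fell (2 of 13 lower, 0.0023, and 0.289 with an estimated correlation), in libraries where mitochondrial ribosomal RNA went from 0.804% to 0.182% of counts. The AP-1 list had 1 of 12 higher and 3 lower (adjusted p = 0.0447, with 0.213 from an estimated correlation and 0.0537 without 72 h replicate 3). TEAD1 was called higher at 72 h (363 ± 17.4 CPM, 1.13, adjusted p = 7.99e-12, and 0.0812 with glmTreat), while TEAD4 was at 44.5 ± 1.47 (0.72), under the fold threshold. TEAD3 changed sign, from -0.26 at 24 h to 0.29 at 48 h and 0.41 at 72 h, all under the fold threshold. TEAD2 (-0.57) and YAP1 (-0.45) stayed below No Dox at 72 h, also under the threshold. KRT34, a hair keratin, was at least 131-fold higher, and MYBPC1, ADH1B, DHRS9 and COL28A1 at least 507-fold, 447-fold, 282-fold and 153-fold lower. In total 1505 genes were called higher and 1828 lower, and adjusted over the list alone every list at 72 h had as many called members as over all genes. Median and mean differed in sign at 48 h for the Hippo, mesenchymal, luminal, keratinocyte, EGFR ligand and hypoxia lists, and at 72 h for the mesenchymal, keratinocyte, EGFR ligand, hypoxia and fibroblast lists.

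**Figure D4:**
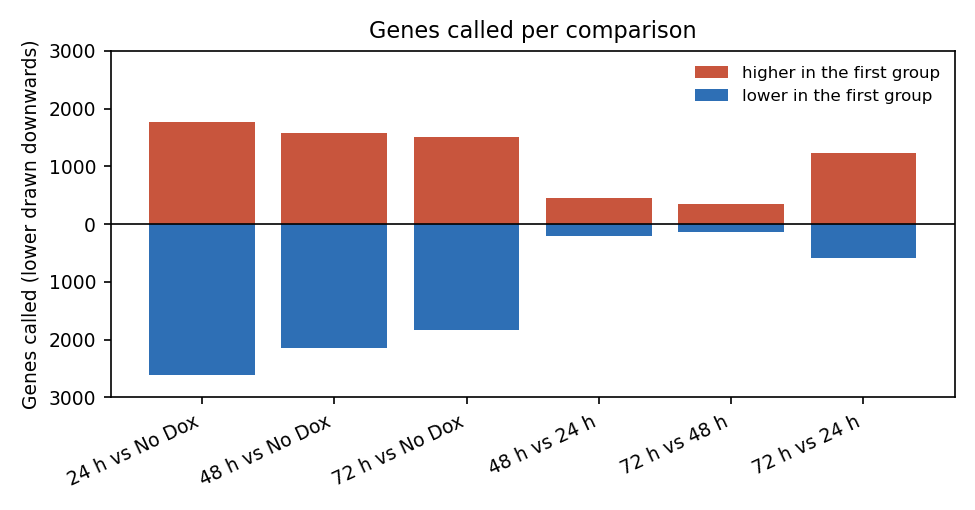
Genes called in each comparison (adjusted p under 0.05 and at least 2-fold), higher in the first-named group upwards and lower downwards. The 24 h comparison with No Dox called 1773 higher and 2618 lower, and the 72 h comparison 1505 and 1828.

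**Figure D5:**
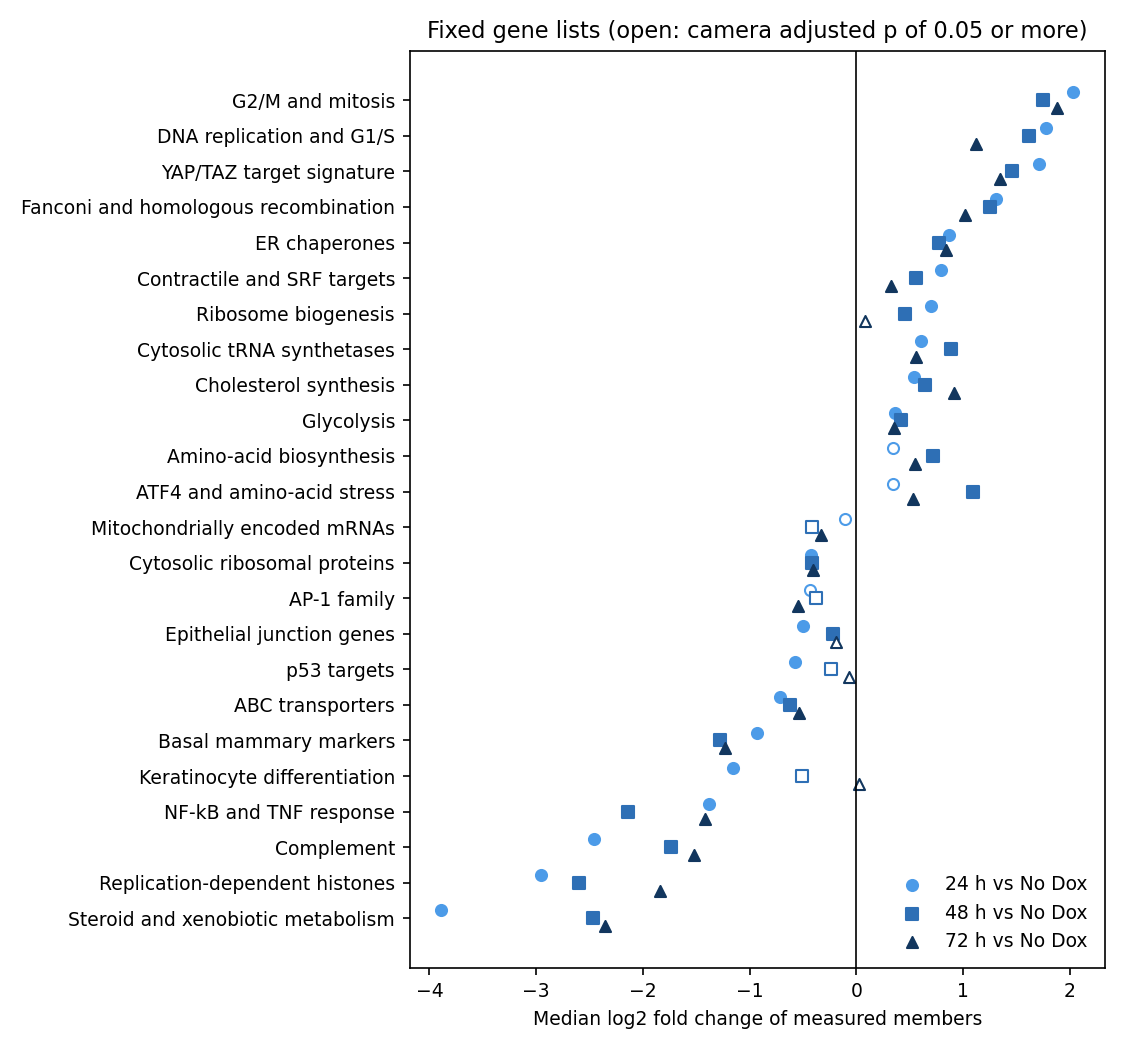
Median log2 fold change of the measured members of fixed gene lists at 24, 48 and 72 h against No Dox. Filled symbols have a camera adjusted p under 0.05 with the preset correlation. G2/M genes had medians of 2.03, 1.75 and 1.88, and complement genes of -2.46, -1.74 and -1.52.

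The comparison of 72 h with 24 h tested the difference between the early and the late response. Keratin KRT13 rose from 1.2 ± 0.425 to 87.3 ± 9.29 CPM (log2 fold change 6.22, adjusted p = 5.28e-17) and the troponin TNNT2 from 0.955 ± 0.192 to 41.6 ± 2.65 (5.43, adjusted p = 1.22e-16). LAPTM5, KDR (a VEGF receptor) and SERPINB3 rose to 31.3 ± 2.46, 11.7 ± 0.623 and 8.4 ± 0.216 from 0.842 ± 0.215, 0.294 ± 0.269 and 0.319 ± 0.0921. In No Dox these 3 were at 35.7 ± 1.87, 27.6 ± 0.462 and 2.65 ± 0.821, so LAPTM5 and KDR moved back towards No Dox, and KDR was still called lower at 72 h (-1.23). The carboxypeptidase CPA4 fell from 215 ± 12.1 to 8.27 ± 0.499 (-4.7, adjusted p = 1.44e-19), tenascin C (TNC) from 11 ± 0.386 to 0.73 ± 0.413, and CXCL1 from 35.8 ± 3.72 to 2.33 ± 0.482, with No Dox levels of 1.6 ± 0.423, 1.13 ± 0.238 and 170 ± 3.48. Replication genes fell as a list (0 of 45 higher, 8 lower, median -0.61, camera adjusted p = 2.33e-14, and 0.0111 with an estimated correlation), with E2F2 at 6.02 ± 0.668 against 21.1 ± 1.41, CCNE1 at 7.23 ± 0.622 against 24.8 ± 2.32 and CCNE2 at 8.38 ± 0.925 against 25.7 ± 2.43. Ribosome biogenesis had 3 of 23 lower (8.6e-10), for example NOP56 at 210 ± 16.6 against 472 ± 25.3. ATF4 targets (8 of 27 higher, 1 lower, 0.000293), junction genes (6 of 29 higher, 0.000293), cholesterol synthesis (1 of 23 higher, 0.000746), interferon-stimulated genes (6 of 25 higher, 0.00331), complement (5 of 17 higher, 0.00333), p53 targets (5 of 24 higher, 0.00571) and amino-acid synthesis (4 of 24 higher, 1 lower, 0.00633) were called upwards. With an estimated correlation none of these 7 nor ribosome biogenesis was called, with adjusted p = 0.185, 0.11, 0.363, 0.0797, 0.0797, 0.268, 0.185 and 0.106.

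Examples were GDF15, a stress-induced cytokine, at 36.8 ± 7.62 CPM at 72 h against 4.42 ± 0.731 at 24 h, the asparagine synthetase ASNS at 165 ± 5.13 against 44.4 ± 1.82, CDKN1A at 313 ± 22 against 110 ± 4.57, periplakin (PPL) at 186 ± 5.24 against 41.3 ± 4.29 and IFIT2 at 24.2 ± 2.37 against 4.03 ± 0.964. The collagen crosslinker LOX rose from 26.5 ± 0.687 to 140 ± 5.25. Fanconi genes (0 of 26 called, 0.00296), G2/M genes (0 of 39, 0.0282), mitochondrial mRNAs (2 of 13 lower, 0.0282), glycolysis (0 of 19, 0.0316) and contractile genes (0 of 15, 0.0428) were called downwards by camera but not with an estimated correlation (adjusted p = 0.106, 0.363, 0.613, 0.661 and 0.363). Against a protein-coding background the last 4 had adjusted p = 0.058, 0.0522, 0.058 and 0.073, without 24 h replicate 2 the G2/M list had 0.0519, and without 24 h replicate 1 glycolysis had 0.0655. Adjusted over the list alone, the called members were as many as over all genes. Median and mean differed in sign for the keratinocyte, NF-kB, extracellular matrix, hypoxia, fibroblast and endothelial lists. In total 1227 genes were called higher at 72 h and 592 lower. The gene ENSG00000256500 was also among the 6 lowest, but its reads are shared with other genes and its value is uncertain.

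The successive steps asked when these later changes came. From 24 to 48 h, 456 genes were called higher and 213 lower. KRT13 rose to 23.4 ± 3.91 CPM, TNNT2 to 12.9 ± 2.41 and KRT4 from 1.46 ± 0.348 to 17 ± 1.74. CHAC1 rose from 2.71 ± 0.811 to 19.9 ± 1.42 and ADM2 from 0.922 ± 0.381 to 13 ± 0.941. The pattern recognition protein PTX3 fell from 109 ± 6.04 to 26.5 ± 2.34, CPA4 from 215 ± 12.1 to 42.8 ± 2.76 and the cytokine CSF3 from 6.62 ± 0.397 to 1.14 ± 0.374. FOSL1 fell from 116 ± 10.3 to 40.4 ± 2.33 (log2 fold change -1.52, adjusted p = 2.95e-12). From 48 to 72 h, 341 genes were called higher and 139 lower. LAPTM5 rose from 5.57 ± 0.895 to 31.3 ± 2.46, the prostaglandin synthase PTGS2 from 3.46 ± 0.0399 to 19.2 ± 2.25, KDR from 2.58 ± 0.505 to 11.7 ± 0.623 and TXNIP, an inhibitor of thioredoxin, from 51.6 ± 1.73 to 167 ± 15.1 (1447 ± 36.6 in No Dox). S100A9 fell from 46.2 ± 4.67 to 3.94 ± 0.197, S100A8 from 8.92 ± 1.55 to 1.08 ± 0.345 and CHAC1 back from 19.9 ± 1.42 to 4.38 ± 0.635.

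Over the whole time course, 5319 genes passed the joint test with at least a 2-fold change at 1 or more times, and 12786 passed without the fold threshold. By a rule set before the data were examined, 1746 genes were early up (median log2 fold changes 1.49, 1.31 and 1.17 at 24, 48 and 72 h), 2568 early down (-1.74, -1.42 and -1.13), 381 late up (0.44, 1.03 and 1.37), 275 late down (-0.46, -0.96 and -1.38) and 349 other. Among early up genes 1022 (58.5%) were called higher at 72 h too, and among early down genes 1418 (55.2%) were called lower. Early up genes were enriched in the G2/M list (38 of 39, adjusted p = 1.76e-32, Fisher's exact test, one-sided), replication (38 of 45, 5e-27), Fanconi genes (20 of 26, 1.31e-12), the YAP/TAZ signature (14 of 22, 3.46e-07), ER chaperones (8 of 19, 0.012), extracellular matrix (10 of 31, 0.0258) and ribosome biogenesis (8 of 23, 0.0336). Early down genes were enriched in complement (16 of 17, 3.25e-10), NF-kB and TNF response (17 of 25, 6.87e-07), steroid enzymes (12 of 19, 0.000221), histones (5 of 6, 0.012), basal markers (9 of 18, 0.0196) and keratinocyte differentiation (7 of 13, 0.0312). Late up genes were enriched in cholesterol synthesis (6 of 23, 0.000348) and amino-acid synthesis (4 of 24, 0.0312), and late down genes in no list. These p treat genes as independent, which genes of a pathway are not.

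The 3 times shared much of their response. At 24 and 48 h, 1260 genes were called higher and 1851 lower at both, and 5 in opposite directions, where independent lists of these sizes would share 189 and 378. At 24 and 72 h the shared calls were 1026 and 1420, with 26 opposite (180 and 323 by independence), and at 48 and 72 h 1200 and 1511, with 2 opposite (160 and 264). Across genes, which are not independent replicates, log2 fold changes had a Pearson r of 0.912, 0.824 and 0.921. The same No Dox libraries served all 3 comparisons, and in 20 simulations of unchanged groups these shared controls alone gave r of 0.497, 0.502 and 0.501 with no shared calls. The covariances were 1.73, 1.5 and 1.6 in the data against 0.0188, 0.0191 and 0.0192 in the simulations. With 3 No Dox libraries the controls could not be divided into separate sets of at least 2, so part of the excess may come from them.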

Values the study reported

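In its RNA-seq time course the study reported 3012 differentially expressed genes, at an FDR of 0.05 and an absolute log2 fold change of 1. From expression patterns found by software and then sorted by hand, it placed 282 genes in an early up group, 358 in an early down group, 275 in a late up group and 231 in a late down group.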

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

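The tests of carry-over, of depth, of transgene loss, of outgrowth and of the construct's length were chosen only after the result was seen. The remaining tests in this part were written down before their result was known.

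The No Dox libraries held more mitochondrial ribosomal RNA (0.804% of counts against 0.234% at 24 h), with more lncRNA and histone reads. The No Dox libraries were not sequenced more deeply, with a ratio of mean totals, No Dox to Dox, of 0.95. A share of counts does not scale with depth, so this ratio cannot explain or test the pattern. Carry-over of RNA without poly(A) tails should raise other such RNAs as well. The 7 tested genes of that kind had a median log2 fold change of 0.04 (SE of the median 1.14) at 24 h, 3 lower and 4 higher, so carry-over and a true change in these RNAs cannot be told apart. A biological change with TAZ-4SA, Dox or growth state may also explain the pattern and was not tested. Nor was it tested whether the lncRNA and histone transcripts counted here carry poly(A) tails.

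Many values lay nearer to No Dox at 72 h than at 24 h. Of 4391 genes called at 24 h, 2478 (56.4%) moved back and 424 (9.7%) moved further at adjusted p under 0.05. Loss of the transgene's expression is argued against by WWTR1, whose log2 fold change from 24 to 72 h was 0.16. Selection of genes by their 24 h values is argued against by the genes called at 48 h. Among those, the ratio of genes moving towards to away from No Dox was 1.98 (1497 against 757). Of genes called higher at 24 h, 57.5% moved towards No Dox by 72 h and 13.6% lay further away. These shares cannot decide on outgrowth of cells that do not respond, since responding cells may themselves change after 24 h. Outgrowth therefore remains open. Culture time and cell density remain open too, since No Dox was sampled at a single time.

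The effective length of WWTR1 fell in Dox (log2 change -1.56 at 24 h, adjusted p = 2.86e-06, limma), in a column that the comparisons of levels do not use. At 24 h, 26 genes had a shorter effective length and 3 a longer one at the same thresholds, and WWTR1 ranked 17 of 14822. Shorter fragments in all Dox libraries are argued against by the median change over tested genes of -0.003. Reads from a construct that holds the coding region alone are a candidate explanation. That region (1203 nt), with the No Dox level of the endogenous transcript added, would have 996 nt, against 1091, 1067 and 1111 nt observed. RSEM averaged over annotated transcripts, and a construct is not one of them, so the 996 nt cannot test this explanation. The explanation stays open, since gene tables also do not give the positions of reads.

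The effects at 24 h and 72 h differed for 14 lists in the 72 h against 24 h test, as median log2 differences. These fell for replication (-0.61), ribosome biogenesis (-0.6), mitochondrially encoded mRNAs (-0.41), Fanconi genes (-0.31), contractile genes (-0.21), glycolysis (-0.17) and G2/M genes (-0.13), and of these only replication was also called with an estimated correlation. They were above 0 for interferon-stimulated genes (0.27), amino-acid synthesis (0.29), cholesterol synthesis (0.35), junction genes (0.41), p53 targets (0.45), ATF4 targets (0.56) and complement (0.86), none of them called with an estimated correlation. Single panel genes that differed were ANKRD1 (2.01), CCDC80 (1.13) and FOSL1 (-1.42). At 24 h and 72 h, 26 genes were called in opposite directions against No Dox, of which 10 reached a group mean of 5 CPM, among them GDF15 (-1.46 and 1.62), ANGPTL4 (1.27 and -1.03), HRK (-1.13 and 1.71), PADI2 (-1.1 and 2.38), SERPINB3 (-2.99 and 1.67) and COL4A3 (-1.44 and 1.96). Of these, HRK and COL4A3 were chosen after their values were seen.

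Other splits of the 6 libraries of each pair of groups into 3 and 3 called at most 0 genes, against 4391, 3718, 3333, 669, 480 and 1819 in the real splits of 24, 48 and 72 h against No Dox, 48 h against 24 h, 72 h against 48 h and 72 h against 24 h. In each of these the real split was 1 of 10, and 10 splits are too few for a share under 0.05. For gene lists the real splits called 20, 20, 20 and 14 (24, 48 and 72 h against No Dox, 72 h against 24 h), again 1 of 10 splits, and the highest other splits called 16, 19, 19 and 12. A mixed split sets 2 libraries of a group against 1, so it holds part of the real difference, and camera with the preset correlation calls lists on it. The number of lists called is therefore not specific to the real split. Over the time course, 1 of 100 splits, the real one, gave as many as 5319 genes, and the highest other gave 3323. A random division of the libraries into groups is therefore an unlikely source of that count. The splits cannot show whether replicates were separate cultures.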

How the results depend on the processing

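Chosen only after the results were seen were the refit of protein-coding genes without histones, the 72 h fold threshold for the time course, and the effective-length offset for WWTR1. Among the genes called in comparisons of pairs of groups, a call in the opposite direction was seen only at 48 h against No Dox with effective lengths, for 1 of 3718 genes in DESeq2 and 1 in edgeR. Leaving out each library in turn kept all counts of calls within 1.5 times (5283 to 5518 for the time course), and of the genes called, 92.8% to 99.5% were called the same way against No Dox, 86% to 99% in 72 h against 24 h, 79.8% to 98.1% in 48 h against 24 h and 75.8% to 98.3% in 72 h against 48 h. Of 531 results for named genes, the left-out libraries ended a call 13 times, and the other settings ended 58 calls, 31 of them with glmTreat (TEAD4 at 24 h and CCDC80 in 72 h against 24 h among them), and added 73, 69 of them without the fold threshold. Replicate numbers do not pair the libraries, and with a replicate block the time course had 5297 genes and the 24 h comparison 19 lists (p53 targets adjusted p = 0.0501). Depth limits genes near the floors of about 0.05 CPM.

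With glmTreat, which tests for more than a 2-fold change and so calls fewer genes, 48 h against No Dox had 1410 genes lower, 72 h against No Dox 976 higher and 1179 lower, 48 h against 24 h 126 and 51, 72 h against 48 h 18 and 8, and 72 h against 24 h 465 and 190. Without the fold threshold, which by construction calls more, the counts higher and lower were 5495 and 5647 at 24 h, 5342 and 5304 at 48 h, 5088 and 5164 at 72 h, 2706 and 2708 for 48 h against 24 h, 2763 and 2979 for 72 h against 48 h, and 4517 and 4475 for 72 h against 24 h. The time course then had 12786 genes, the classes early up 5409, early down 5512, late up 641, late down 611 and other 613. Shared calls were 4677 higher, 4650 lower and 152 opposite for 24 and 48 h, 3951, 3954 and 695 for 24 and 72 h, and 4336, 4285 and 174 for 48 and 72 h. With a fold threshold at 72 h only, the time course had 3391 genes with DESeq2 and effective lengths and 3320 with edgeR.

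The class other held 621 genes with no filter, 539 with DESeq2 and effective lengths, and 222 among protein-coding genes without histones, where 72 h against 48 h had 216 genes higher (fewer genes tested). For the first 2 of these the cause was not tested. Lists called with an estimated correlation were 7, 8, 7 and 1 (24, 48 and 72 h against No Dox, 72 h against 24 h), and with fry, which asks another question, 34, 35, 34 and 28. The log2 fold changes of WWTR1 were 5.23, 5.22 and 5.4 from TPM and 5.18, 5.14 and 5.29 with effective-length offsets, which divide by the shorter length in Dox. The first and second components held 66.2% and 16.6% of the variance over all genes and 87.4% and 10.3% with variance-stabilised values, a difference whose cause was not tested.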

Other observations

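The only results in this part chosen after the data were seen are those with a fold threshold at 72 h alone. Lists of markers of other cell types were not called at 24 h by camera, which compares a list with other genes, while fry, which does not, gave adjusted p of 5.56e-05 for luminal, 0.0265 for fibroblast, 4.2e-06 for immune and 0.000853 for endothelial markers. Luminal markers had 5 of 11 genes higher and 3 lower (camera adjusted p = 0.509, median 0.66 and mean -0.21), with the mucin MUC1 at 27.3 ± 4.63 CPM against 193 ± 9.59 (n = 3). Fibroblast markers had 3 of 7 higher and 2 lower (0.828, median -0.1 and mean 0.88), with FAP at 20.5 ± 0.411 CPM at 48 h against 5.7 ± 0.347. The marker DCN fell from 50.1 ± 0.954 CPM in No Dox to 1.11 ± 0.396 at 24 h and 0.191 ± 0.059 at 48 h. At 72 h DCN had a count ratio of 1040 (357 to 5070) in favour of No Dox. Its 24 h call was lost in DESeq2 with effective lengths (-2.95, adjusted p = 0.0638). Immune markers had 2 of 5 lower (0.212), with the lysosomal protein LAPTM5 at 0.842 ± 0.215 against 35.7 ± 1.87 and the endotoxin co-receptor CD14 at 2.07 ± 0.0273 against 21.1 ± 1.89. At 48 h the immune list had adjusted p = 0.0885, and between 0.0339 and 0.0483 without No Dox replicate 2, 24 h replicate 3, 48 h replicate 2 or 48 h replicate 3. CD68 fell at 48 h, but its reads are shared with other genes and the value is uncertain. Endothelial markers had 1 of 5 higher and 2 lower (0.484), with KDR at 0.294 ± 0.269 against 27.6 ± 0.462 and endoglin (ENG) at 82.1 ± 11 against 35.4 ± 3.26. MFAP5, another fibroblast marker called higher, was at 0.0154 ± 0.0266 CPM in No Dox, under the floor there.

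Interferon-stimulated genes were mixed at 24 h, with 5 of 25 higher and 6 lower (adjusted p = 0.488, median 0.09 and mean -0.14). The 2-5A synthetase OAS1 fell from 43.5 ± 1.72 to 4.14 ± 0.704 CPM and IFI44L from 25 ± 1.24 to 1.64 ± 0.318, whereas IFIT1 rose from 1 ± 0.237 to 5.05 ± 0.244 and to 16.8 ± 1.72 at 72 h. Class I presentation had 0 of 15 higher and 2 lower (0.168), the loading chaperone TAPBP at 59.2 ± 3.24 against 140 ± 1.65 and HLA-E at 115 ± 7.55 against 254 ± 3.04. HBEGF, a ligand of the EGF receptor, fell from 22.1 ± 0.999 to 3.29 ± 0.668 at 72 h, while AREG rose to 977 ± 40.1.

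The time course called 5319 genes here. That is higher than the number quoted from the study above, and the fold threshold was applied here at any time. Early up genes numbered 1746 and early down genes 2568. Both are higher than the numbers quoted above. Late up genes numbered 381 and late down genes 275. Both are higher too, but nearer to the numbers quoted above. The study's total came from a likelihood ratio test in DESeq2 on counts loaded with tximport. The study sorted patterns found by software into groups by hand, and its groups together hold fewer genes than its total. The rule used here made every time course gene called at 24 h early and left 349 genes as other. The class counts therefore measure different things and are not directly comparable. With the fold threshold at 72 h alone, the time course had 3391 genes with DESeq2 and effective lengths, and 3320 with edgeR.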
